A study of Mus musculus with 6 samples. Its data were reported in "The transcription factor hepatocyte nuclear factor 4A acts in the intestine to promote white adipose tissue energy storage" (2022).

How the data were processed

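Total RNA was measured from the whole jejunum of 6 adult mice kept for 12 weeks on a diet rich in fat (HFD). Of these mice, 3 lacked HNF4A in the intestinal epithelium (mutants) and 3 were controls, and each mouse gave 1 biotin-labelled Affymetrix array. Groups were taken from the deposited titles, and replicate numbers only name the arrays. Litter, cage, sex per array and scan batch were not given in the sources used here, so no batch was tested. The p-values of single clusters rest on the spread between these mice. Those of the gene permutations and of camera with its preset correlation, both described below, compare genes with other genes. Fisher's exact test counts clusters, and bootstrap intervals resample genes. None of these, from the gene permutations on, measures the spread between mice.

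The deposited values are log2 expression values that the authors made with the robust multi-array average method (RMA) in the Transcriptome Analysis Console, per the labels. RMA subtracts background, gives every array the same distribution of probe intensities and summarises the probes of a transcript cluster, so a difference between mice in total RNA per cell is not kept and weak signals are compressed toward a floor. The table held 41345 transcript clusters with 0 missing values, and no pair of arrays held identical values. The identifiers are those of the Mouse Gene 2.0 ST array, whereas the methods of the study name another Affymetrix mouse array, and the identifiers were followed here. Of the transcript clusters, 23521 carried exactly 1 gene symbol (22180 genes), 1814 carried several and 16010 carried none in the platform annotation used. Clusters with several symbols or none were tested but not named. Of the single symbols, 99.8% were found in the RefSeq gene table of mouse assembly GRCm38 (mm10), which gave the gene positions.

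Differences between mutants and controls were tested with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes moderation, two-sided), with Benjamini-Hochberg adjustment over all transcript clusters. A cluster was called at an adjusted p under 0.10, as in the study, with no minimum fold change. The study also names a fold change beyond 1 in either direction without its scale. On a linear scale that removes nothing, and the log2 reading was counted as an alternative. An exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.10, so no single-gene permutation p is printed. Errors beside group means are SD over 3 mice, and errors beside differences are standard errors (SE) from limma. A second fit over the clusters with exactly 1 gene symbol was planned as an alternative, and its use beside the first for naming genes was decided after its count was seen. The number of arrays limits the precision of every value.

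Named genes were Hnf4a, Hnf4g, Gip, Gcg, a panel of 7 lipid transport genes, the 15 largest falls and 15 largest rises among called genes whose 3 mutant and 3 control values did not overlap, and up to 4 members of each gene list with the smallest p. A gene with several clusters was represented by the brightest. The groups, tests, naming rule and most alternatives were fixed before the data were examined, as were 40 gene lists of 1109 genes, 996 of which had a cluster with exactly 1 symbol and were used. These covered 3 lipid lists of the study, lipid and nutrient transport and metabolism, regional and regulatory genes, epithelial cell types, and markers of the other cells that whole jejunum could hold. Each list was tested with camera in limma (preset correlation between genes of 0.01, called at an adjusted p under 0.05 over the 40 lists), and again with an estimated correlation and with fry. The 3 lists of the study were tested by gene set enrichment analysis (GSEA) with fgsea 1.28.0, with genes ranked by the moderated t and 10000 gene permutations.

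Alternatives were a filter on dim clusters, a repeated quantile normalization, centring of arrays, an intensity trend with a robust prior, array weights, unmoderated statistics, a stricter threshold, a minimum fold change of 1.5, the replicate number as a block, and leaving out each array. Both fits were tested on simulated data with the real array design, in 5 runs with 200 changed clusters each. In both, the changed clusters all carried exactly 1 symbol. Recovery among other clusters, of which those without a symbol were noisier, was therefore not measured. Over all 41345 clusters, 16.8% of changes of 0.5 log2, 76.8% of changes of 1, 90.4% of changes of 1.5 and 97.6% of changes of 2 were recovered. Over the 23521 clusters with 1 symbol, these shares were 38.0%, 86.8%, 96.4% and 98.4%. Unchanged clusters made up 11.8% of the calls (94 beside 704 recovered) over all clusters, above the 10% aimed at, and 9.92% (88 beside 799) over those with 1 symbol. A simulated list of 30 genes shifted by 0.3 was found in 5 of 5 runs by both camera settings, fry and fgsea (22180 genes), and of 200 unshifted list tests fry called 3 and the others 0. Every simulated cluster varied independently of the others. In the real data the estimated correlation between genes was, for example, 0.279 for liver-type plasma proteins and 0.562 for fibroblast and matrix genes. The simulated counts therefore do not give the error of the list tests on the real lists. Plots were drawn with matplotlib 3.10.9.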

Results

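The jejunal transcriptome was compared between mice lacking the nuclear receptor HNF4A in the intestinal epithelium (mutants, n = 3) and controls (n = 3), all fed a HFD for 12 weeks. The comparison asked whether intestinal HNF4A alone shapes jejunal gene expression, lipid handling genes in particular, under this diet. Medians of the 6 arrays lay between 5.53 and 5.58 on the log2 scale. Pairs of arrays correlated at 0.981 to 0.988 within groups and 0.977 to 0.986 between groups, across transcript clusters, which are not independent replicates. The first principal component, with 29.1% of the variance, set control 1 apart from the other arrays, and the next, with 22.1%, set control 3 apart.

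The Hnf4a signal (chromosome 2, 163506811 to 163572907, GRCm38) was lower in each mutant than in each control. It stood at 9.49, 9.25 and 9.11 in the mutants and at 10.74, 10.60 and 10.57 in the controls, or 9.28 ± 0.19 against 10.64 ± 0.09 (SD, n = 3). This difference of -1.35 (SE 0.13, a 2.56-fold lower level) had an adjusted p of 0.111 over all transcript clusters and 0.00743 over those with 1 gene symbol, both from limma. The probes of this cluster were not placed against the deleted exons, so the value is a gene-level summary that may include transcript from outside the deletion or the epithelium. Hnf4g, the paralog with overlapping function in the intestine, stood at 12.17 in mutants and 12.13 in controls (adjusted p = 0.960).

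Over all transcript clusters, 5 fell in the mutants and 0 rose. Pm20d1, a secreted enzyme that joins fatty acids to amino acids, fell from 8.61 ± 0.28 to 6.12 ± 0.21 (SD, n = 3), a 5.61-fold lower level (log2 difference -2.49, SE 0.18). Car4, a membrane-bound carbonic anhydrase of enterocytes, fell from 9.93 ± 0.26 to 7.64 ± 0.24, a 4.90-fold lower level (-2.29, SE 0.18). Oit1, which encodes a secreted gut protein, fell from 9.81 ± 0.16 to 8.07 ± 0.07, a 3.34-fold lower level (-1.74, SE 0.11). The other 2 clusters had no gene symbol (17219356, -1.42, SE 0.12, and 17352366, -1.31, SE 0.11). All 5 had non-overlapping groups, as did 12.9% of the clusters tested, where chance gives 10%. In limma the adjusted p was 0.0514 for Pm20d1 and Oit1 and 0.0614 for Car4, 0 clusters passed an adjusted p under 0.05, and 2926 had an unadjusted p under 0.05. The count fell to 0 without mutant 1, mutant 2, mutant 3 or control 1 (2568, 2249, 2628 and 2649 clusters at an unadjusted p under 0.05), and was 16 without control 2 and 14, of which 11 were higher in mutants, without control 3. Unmoderated statistics of the same model called 0 clusters, with 2803 at an unadjusted p under 0.05.

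**Figure D1:**
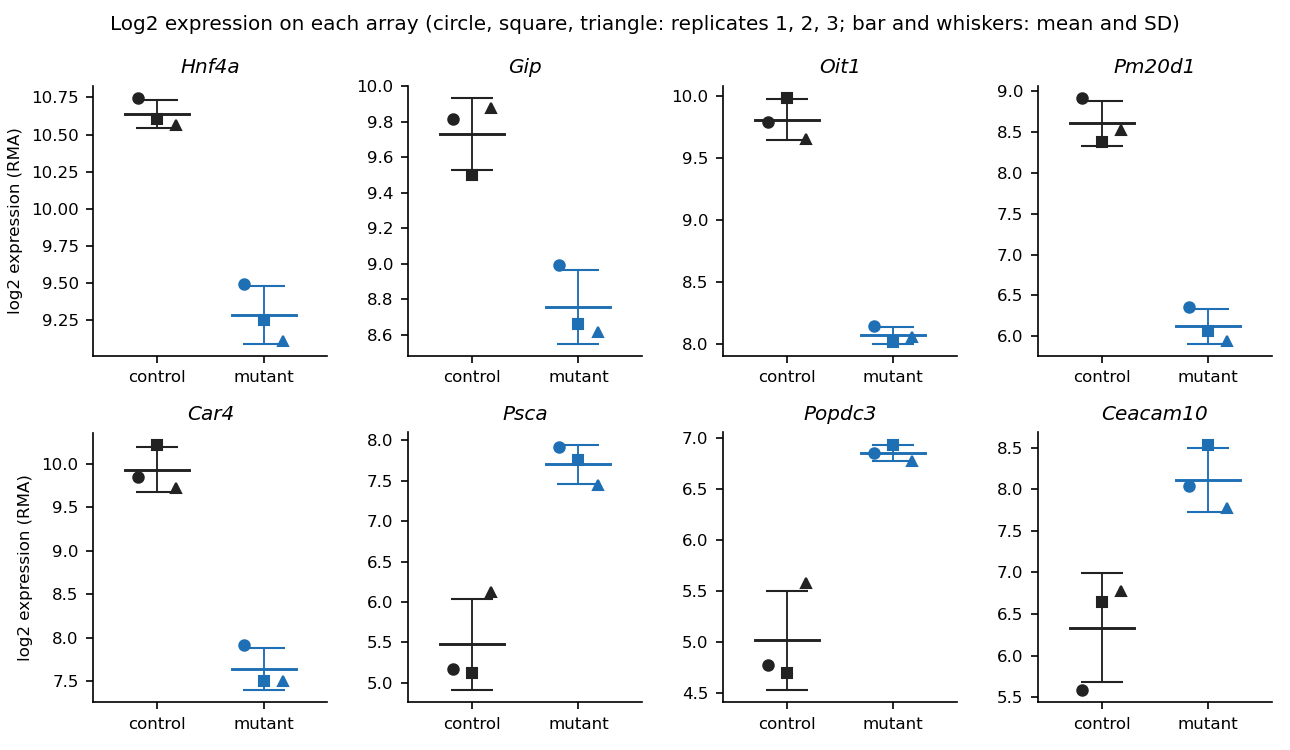
Log2 expression (vertical axes, RMA values) of 8 genes in each of 3 control and 3 mutant mice, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD. Hnf4a, Gip, Oit1, Pm20d1 and Car4 were lower, and Psca, Popdc3 and Ceacam10 higher, in every mutant than in every control.

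Among the clusters with exactly 1 gene symbol, 111 passed the test, 49 higher and 62 lower in the mutants. The lower genes included several typical of liver: Alb (albumin, -2.76, SE 0.43), Cyp2e1 (an ethanol-oxidising cytochrome P450, -2.13, SE 0.37), Ttr (a thyroxine and retinol carrier, -1.50) and the fibrinogen chains Fgg (-1.97), Fgb (-1.54) and Fga (-1.22). They also included Acox2, a peroxisomal oxidase of branched fatty acids and bile acid intermediates (-1.57, adjusted p = 0.0173), Cdo1, the cysteine dioxygenase of taurine synthesis (-1.35), the cytosolic carbonic anhydrase Car2 (-1.34, adjusted p = 0.0116), the predicted gene Gm11166 (-1.44), and Ttll2, of the tubulin tyrosine ligase family (-1.31). Psca, a surface protein of stomach and urinary epithelia, rose the most, from 5.47 ± 0.57 to 7.70 ± 0.24 (SD, n = 3), a 4.69-fold higher level (2.23, SE 0.25, adjusted p = 0.0176). Popdc3, a Popeye family membrane protein (1.84), Mboat1, a lysophospholipid acyltransferase (1.77, adjusted p = 0.00858), Ceacam10 (1.78), Vsig2 (1.49), the phospholipid phosphatase Plpp4 (1.41), the serpin Serpinb5 (1.23) and the adhesion receptor Adgrf1 (1.16) also rose. Smaller rises were seen for Sval1 (1.09), carboxypeptidase M (Cpm, 1.01), R3hdml (0.995), Rmdn2 (0.96), the receptor tyrosine kinase Ret (0.96), the vomeronasal receptor Vmn1r25 (0.96, from a low level of 2.09) and Ildr1, a tricellular junction protein (0.95). A dimmer cluster of Rmdn2 differed by 0.07. Against a background of 5.43 (the 95% point of olfactory receptor genes in controls), Sval1 and Vmn1r25 lay below in both groups, Popdc3 and Adgrf1 in controls, and Fga, Fgb and Fgg in mutants, so the sizes of these differences are uncertain. The same holds for Psca (5.17 and 5.12) and Plpp4 (5.38 and 5.36), below it in controls 1 and 2, and for Acox2 (5.42 and 5.18), below it in mutants 2 and 3. Of the 111 clusters, 9 had group means at or below this background in both groups and 12 in 1 group.

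All 111 clusters (109 genes) had non-overlapping groups in limma, as did 14.3% of the 23521 tested, against 10% by chance, and 30 passed an adjusted p under 0.05. The count was 63 without mutant 1, 10 without mutant 2, 34 without mutant 3, 15 without control 1 and 35 without control 3. Clusters without a symbol, which the all-cluster test includes, were noisier, with a median residual SD of 0.235 against 0.139 for clusters with 1 symbol.

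**Figure D2:**
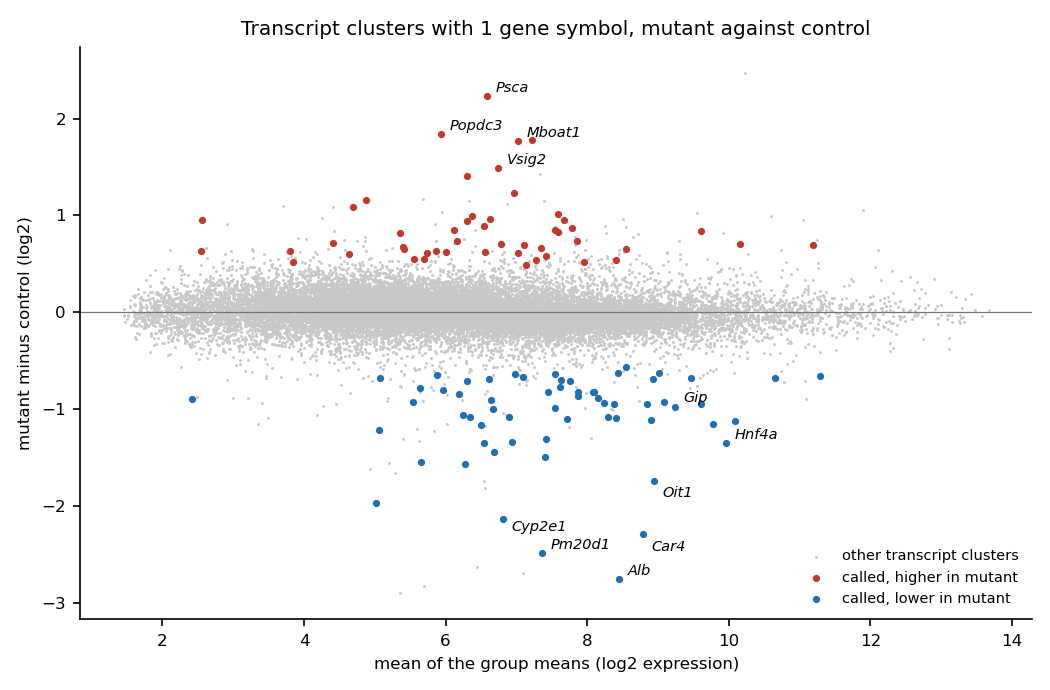
Mutant minus control log2 difference (vertical axis) against mean log2 expression (horizontal axis) for the 23521 transcript clusters with 1 gene symbol. The 49 called higher are red, the 62 called lower blue and all others grey, and among the called clusters Psca (2.23) and Alb (-2.76) had the largest differences.

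Gip, the incretin hormone gene of K cells (chromosome 11, 96024532 to 96030831, GRCm38), fell in the fit over clusters with 1 symbol (adjusted p = 0.0511) and did not pass over all clusters (adjusted p = 0.287, limma). It stood at 8.76 ± 0.21 in mutants and 9.73 ± 0.20 in controls (SD, n = 3), a 1.96-fold lower level (-0.97, SE 0.15). Neurotensin (Nts) fell in the same fit (-0.92, adjusted p = 0.0989), whereas Gcg, which encodes GLP-1, differed by 0.41 (0.15 without control 1, 0.72 without control 3) and ghrelin (Ghrl) by 0.96 without passing. Of 21 hormone and granule genes, 15 were above 0, Gip and Nts were the only members called, 2 passed when adjusted over the list alone, and the list itself was not called (camera adjusted p = 0.841), although it was called higher without control 3 (adjusted p = 0.0167). Gip is among the changed genes listed by the study, so that count is not independent evidence. Transcription factors of enteroendocrine cells were higher, with 11 of 12 above 0 (median 0.19, camera adjusted p = 0.00106, adjusted p = 0.332 with an estimated correlation). Neurog3, which specifies these cells, differed by 0.39 and St18, below the background of 5.43 in controls, by 0.41, and 0 members passed alone or adjusted over the list alone, with 2 at an unadjusted p under 0.05.

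Lipid transport genes did not pass the test. Cd36, a fatty acid transporter, differed by 0.29 (adjusted p = 0.732 in limma), Got2, a membrane fatty acid binding protein in its other role, by 0.17, Mttp, which loads lipid onto chylomicrons, by 0.06, and Fabp2 by 0.04. Slc27a4, Mogat2 and Fabp1 differed by -0.01, -0.02 and -0.10, and the signs of Slc27a4 and Mogat2 turned under a repeated quantile normalization. Without control 2, Cd36 stood at 0.16 and Fabp1 at -0.16, without control 3 Fabp1 at -0.03, without mutant 1 Got2 at 0.06, and without mutant 3 Got2 at 0.32, Mttp at 0.03 and Fabp2 at 0.02. Leaving out single arrays also turned the signs of Slc27a4 and Mogat2. A dimmer cluster of Got2 went the other way (-0.17). None of the 7 had an unadjusted p under 0.05, 0 passed when adjusted over the list alone, and the panel was not called (camera adjusted p = 0.562).

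Genes of the lipid homeostasis list of the study leaned lower in the mutants by GSEA, with a normalized enrichment score (NES) of -1.72 (gene permutation p = 0.000513, adjusted p = 0.00154). The lean rested on few members: 55 of 116 were above 0, the median was -0.004, and Hnf4a itself, Acox2 and Gip fell in the fit over clusters with 1 symbol. Got1, an aspartate aminotransferase (-0.44), joined them among 4 that passed when adjusted over the list alone. Those 3 called members are among the changed genes listed by the study and are not independent evidence. Without them the NES of GSEA lipid homeostasis was -1.23 (adjusted p = 0.303), and camera did not call the list (adjusted p = 0.173 over the 40 lists). Fat digestion and absorption (NES 0.914, p = 0.597, 40 genes) and lipid storage (NES -1.03, p = 0.399, 58 genes) did not pass in the gene permutation test. In fat digestion the smallest p belonged to Apoa2, an apolipoprotein (-1.30), and the phospholipase Pla2g10 (0.69), which also led lipid storage with Ttc39b (-0.29). In both lists 0 members were called by limma or adjusted over the list alone, with 6 and 7 at an unadjusted p under 0.05. The NES of GSEA fat digestion and absorption turned to -0.94 without mutant 1 and -1.45 without control 2. That of GSEA lipid storage turned to 0.92 without mutant 1, 0.83 without control 1 and 1.15 without control 3. Triglyceride synthesis and chylomicron assembly (median 0.03, camera adjusted p = 0.878) was not called, and the peroxisomal and mitochondrial fatty acid oxidation list was not either (adjusted p = 0.638). In the latter, Acox2 fell, 2 genes passed when adjusted over the list alone (Acox2 and Cyp4a14, an omega-hydroxylase, -1.62, with mutants below the background of 5.43), and the median (0.005) and the camera direction (lower) differed in sign.

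Liver-type plasma protein genes were lower together. Of 35 measured, 32 were below 0 (median -0.54), 8 fell in the fit over clusters with 1 symbol (among them Itih4, -0.65), and 19 were lower when adjusted over the list alone (camera adjusted p = 6.35e-23, adjusted p = 0.173 with an estimated correlation). The list holds Fga, Fgb and Fgg, which the study lists as changed and which are not independent evidence, and without them the adjusted p was 3.43e-18. Beside this list, 31 of 41 markers of hepatocytes were below 0 (median -0.15), although limma called 0 of them. The abundant liver transcripts Mup20 and Mup3 stood at 4.27 and 5.74 in mutants and at 7.11 and 8.44 in controls, differences of -2.83 and -2.70, the first of uncertain size because Mup20 lay below the background of 5.43 in mutants. These were the largest falls among the markers. Mbl2 went the other way, at 7.98 in mutants and 7.10 in controls (0.88), as did Rgn (0.39). The mean of all 41 markers, relative to the controls, was 0.08 in control 1, -0.30 in control 2, 0.21 in control 3, and -0.24, -0.33 and -0.49 in the mutants. On the same scale the plasma protein list stood at 0.11, -0.35 and 0.25 in controls 1, 2 and 3, and at -0.74, -0.82 and -0.79 in mutants 1, 2 and 3.

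**Figure D3:**
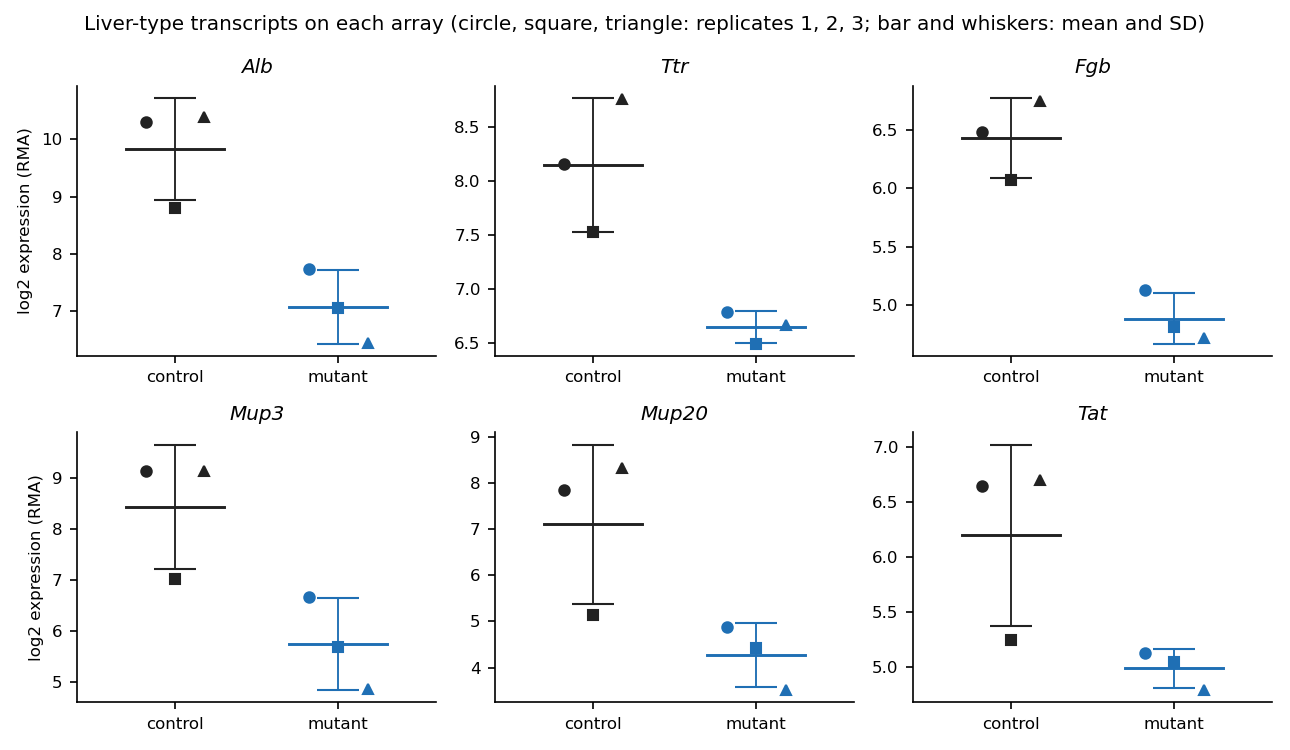
Log2 expression (vertical axes, RMA values) of the plasma protein genes Alb, Ttr and Fgb and the hepatocyte markers with the largest falls, Mup3, Mup20 and Tat, on each array, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD. Control 2 (square) lay lowest among the controls for each of the 6 genes, and all mutants lay below it.

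Goblet and tuft cell genes were higher. Of 25 goblet cell genes, all lay above 0 (median 0.33), and Bcas1 rose in the fit over clusters with 1 symbol (0.52). Among the 12 that were higher when adjusted over the list alone were Sytl2 (0.44), the mucus regulator Creb3l1 (0.53) and the mucus protein Clca1 (0.64). Camera gave an adjusted p of 2.21e-14, and the adjusted p = 0.162 with an estimated correlation. Tuft cell genes were above 0 in 19 of 22 (median 0.23, camera adjusted p = 1.26e-06, adjusted p = 0.162 with an estimated correlation). Avil, an actin-binding protein, rose (0.49), and 6 genes higher and 1 lower passed when adjusted over the list alone, among them Sh2d7 (0.63), the leukotriene gene Alox5ap (0.53) and Dclk1 (0.38). Paneth cell genes were not called (13 of 19 above 0, camera adjusted p = 0.270), but were called higher without mutant 3 (adjusted p = 0.00509) and without control 2 (0.0311). Their mean relative to controls was -0.56 in control 1, -0.25 in mutant 3 and 0.25 to 0.43 on the other 4 arrays, and the lectin Mptx1 differed by 1.17 (0.72 without control 1), with controls below background. Stem cell genes were not called (10 of 19 above 0, adjusted p = 0.841).

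Cholesterol biosynthesis genes were higher in 17 of 19 cases (median 0.13, camera adjusted p = 7.52e-05, adjusted p = 0.162 with an estimated correlation). The squalene synthase Fdft1 (0.54), the reductase Dhcr7 (0.38), the epoxidase Sqle (0.33) and the sterol sensor Insig1 (0.50) passed when adjusted over the list alone, and 0 members passed in the fits over all genes. Oxidative phosphorylation genes lay lower by a small amount, with 65 of 68 below 0 (median -0.07, camera adjusted p = 6.83e-06, adjusted p = 0.541 with an estimated correlation). The median was -0.13 without control 2 and -0.04 without control 3, and the list mean of control 2 (-0.087) was close to that of mutant 1 (-0.089). Cyc1, of complex III, differed by -0.22 and Ndufs5, a complex I subunit below the background of 5.43 in both groups, by -0.40, and 0 members passed either way, with 4 at an unadjusted p under 0.05. Sugar, peptide and amino acid transporters were below 0 in 12 of 16 (median -0.10, camera adjusted p = 0.00357, adjusted p = 0.437 with an estimated correlation, adjusted p = 0.110 without control 1), with a median of -0.18 without control 2. The amino acid carriers Slc1a1 (-0.996), Slc6a20a (-0.90) and Slc6a19 (-0.51) were the 3 that passed when adjusted over the list alone. Carbonic anhydrases and ion transporters were called lower (11 of 18 below 0, median -0.03, camera adjusted p = 0.00873, adjusted p = 0.342 with an estimated correlation). That call rested on Car4 and Car2, the 2 members that fell and the 2 that passed when adjusted over the list alone. Both are listed as changed by the study and are not independent evidence, and the adjusted p was 0.392 without them, 0.173 by camera on ranks and 0.107 without control 1. The median was -0.01 without mutant 2, -0.05 without mutant 3 and -0.08 without control 3. Epithelial transcription factors were below 0 in 13 of 20 (median -0.11, camera adjusted p = 0.0259, adjusted p = 0.541 with an estimated correlation), and the call was lost without mutant 2 (adjusted p = 0.112, median -0.06), without control 1 (0.328, median -0.06), with a dim filter (0.103) and with repeated quantile normalization (0.0976). The xenobiotic receptor Nr1i3 differed by -0.65 and Ppara by -0.33, and 0 members passed alone or adjusted over the list alone, with 3 at an unadjusted p under 0.05.

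Markers of other cell types in whole jejunum moved in both directions. T and NK lymphocyte genes were lower, with 21 of 31 below 0 (median -0.06, camera adjusted p = 0.000285, adjusted p = 0.245 with an estimated correlation), with a median of -0.11 without control 1. The granzymes Gzma (-1.10) and Gzmb (-1.08), the chemokine Ccl5 (-0.88) and Cd7 (-0.71) fell in the fit over clusters with 1 symbol, and 6 were lower when adjusted over the list alone. Ccl5, Cd7 and Gzmb are listed as changed by the study and are not independent evidence, and without them the adjusted p was 0.0370. Fibroblast and matrix genes were above 0 in 20 of 24 (median 0.18, camera adjusted p = 0.000285, adjusted p = 0.611 with an estimated correlation, adjusted p = 0.199 without control 1, where the median was 0.05, against 0.28 without control 2), with Lum at 0.25 and Col1a2 at 0.31. Smooth muscle genes were below 0 in 20 of 23 (median -0.18, camera adjusted p = 0.000285, adjusted p = 0.611 with an estimated correlation, adjusted p = 0.143 without control 2, where the median was -0.06), with Lmod1 at -0.30 and Myh11 at -0.35 (-0.19 without control 2). Macrophage and dendritic cell genes were above 0 in 18 of 24 (median 0.17, camera adjusted p = 0.00951, adjusted p = 0.611 with an estimated correlation), with adjusted p of 0.113 without mutant 2 and 0.470 without control 1 and a median of 0.05 without control 1 and 0.25 without control 3, and Fcgr3 stood at 0.38 and Cd68 at 0.43. Proliferation genes were below 0 in 22 of 31 (median -0.07, camera adjusted p = 0.00875, adjusted p = 0.598 with an estimated correlation, adjusted p = 0.247 and median -0.03 without control 2, adjusted p = 0.0523 with a dim filter and 0.0521 with repeated quantile normalization), with Birc5 at -0.38 and Top2a at -0.30. In these 4 lists limma called 0 members, alone or adjusted over the list alone, with 3, 2, 2 and 2 at an unadjusted p under 0.05. Mesothelial genes were above 0 in 10 of 11 (median 0.17, camera adjusted p = 0.000509, adjusted p = 0.162 with an estimated correlation), and Upk3b (0.43) and Bnc1 (0.34, below the background of 5.43 in both groups) passed when adjusted over the list alone.

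Of the 40 lists, camera called 15 (7 higher, 8 lower) with the preset correlation and 0 with an estimated one, where 6 had an unadjusted p under 0.05. Fry called 3, all higher: tuft cells, cholesterol biosynthesis and mesothelium. Leaving out each array in turn kept the calls of plasma proteins, goblet cells, tuft cells, cholesterol biosynthesis, oxidative phosphorylation, lymphocytes, mesothelium and enteroendocrine transcription factors in 6 of 6 cases.

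**Figure D4:**
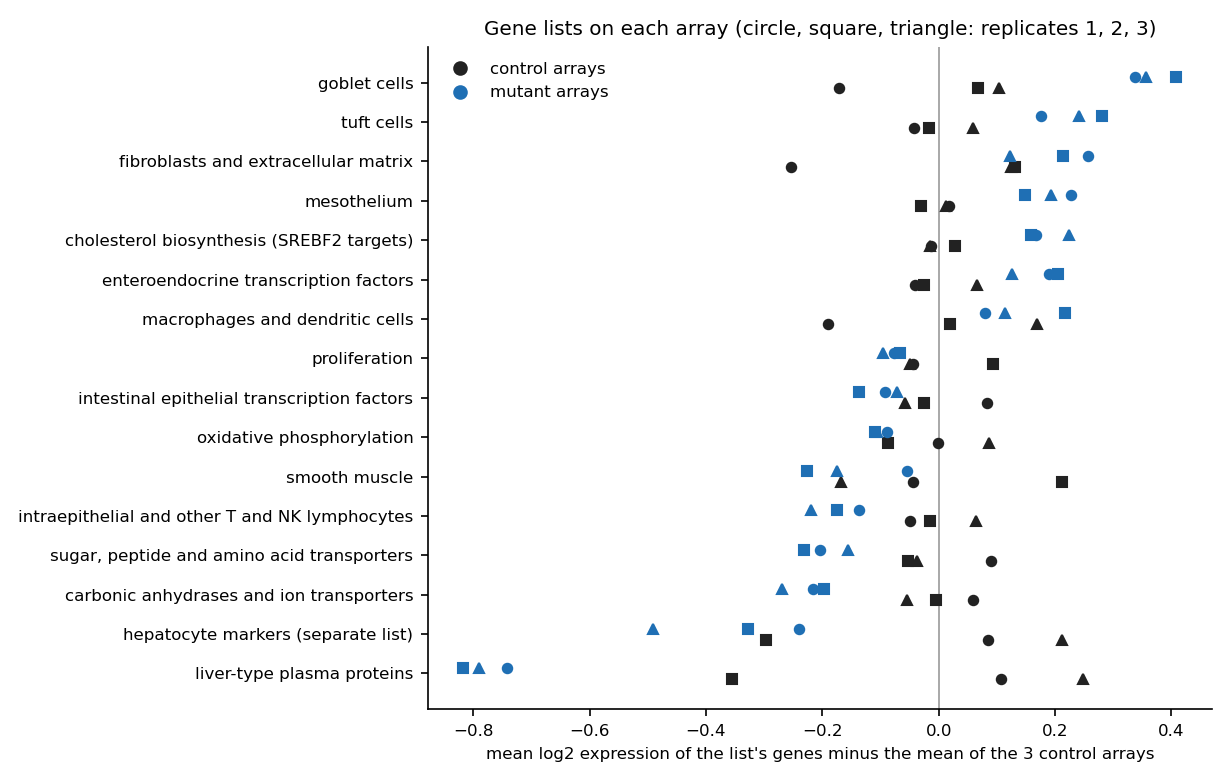
Mean log2 expression of the 15 called gene lists and the hepatocyte markers relative to the control mean (horizontal axis) on each of the 6 arrays, with circles, squares and triangles for replicates 1, 2 and 3. Goblet cell genes lay between 0.34 and 0.41 in the mutants and between -0.17 and 0.10 in the controls, and plasma protein genes between -0.82 and -0.74 in the mutants.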

Values the study reported

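The study reported 57 differentially expressed genes between mutant and control jejunum on these arrays. By RT-qPCR it reported jejunal Gip transcripts reduced 2.7-fold in the mutants. Its GSEA of these arrays found no significant change for lipid storage, lipid homeostasis, or fat digestion and absorption.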

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

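The tests within the clusters with 1 symbol, the log2 difference beyond 1, the fit over clusters with 1 or more symbols, and GSEA without Hnf4a or without the genes listed by the study were chosen after seeing the data; the other alternatives were planned. The count of 5 clusters became 34 with a dim filter (10 higher, 24 lower) and 17 with an intensity trend and robust prior, each with the same 5 included. It became 111 over clusters with 1 symbol and 96 over those with 1 or more, where fewer and less noisy clusters were tested, and 0 with an adjusted p under 0.05 or with unmoderated statistics. Leaving out 1 array gave 0 to 16. The 111 called transcript clusters with exactly 1 gene symbol became 206 with a dim filter, 190 with a trend and robust prior, 36 with a log2 difference beyond 1 (10 higher, 26 lower), and 10 to 108 leaving out 1 array. Replicate numbers do not pair these mice: deviations of like-numbered arrays correlated at -0.108, -0.006 and -0.051, and no mutant matched the control of its own number best. With the replicate block, limma called 0 clusters (2585 at an unadjusted p under 0.05) and 64 of those with 1 symbol, and the list count stayed at 15.

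The Hnf4a log2 fold change passed with a dim filter (-1.35, adjusted p = 0.0282), centring (-1.36, 0.0967), a trend and robust prior (-1.35, 0.0407), array weights (-1.37, 0.0801) and over clusters with 1 symbol (-1.35, 0.00743), with -1.46 to -1.27 leaving out 1 array. The Gip log2 fold change passed only over clusters with 1 symbol (-0.97), and leaving out 1 array gave -1.09 to -0.90. The NES of GSEA lipid homeostasis was -1.15 unweighted and -1.23 without the genes listed by the study, neither past the threshold, and -1.94 to -1.53 leaving out 1 array. Its adjusted p was 0.247 by camera, 0.191 by camera with an estimated correlation and 0.0518 by fry over the 3 lists. That of GSEA fat digestion and absorption turned to -1.19 when ranked by log2 fold change, and ranged from -1.45 to 1.39 leaving out 1 array. That of GSEA lipid storage turned to 0.905 unweighted, ranged from -1.20 to 1.15 leaving out 1 array, and was higher by camera (adjusted p = 0.885, or 0.865 with an estimated correlation) and fry (0.535). The list count of 15 was 0 with an estimated correlation, 3 by fry and 11 to 18 under every other alternative.

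Of 1321 single-gene values of 95 genes under these alternatives, 9 turned sign. The 95 genes did not include members named only for lists that were not called. Among those members, Epb42 turned sign without mutant 1, control 1 or control 3, and Bpgm without control 2. The Slc27a4 log2 fold change was 0.0125 with repeated quantile normalization and -0.0458 to 0.0684 leaving out 1 array, and the Mogat2 log2 fold change 0.00789 and -0.0692 to 0.0179. The Hnf4g log2 fold change was -0.0195 to 0.0972 leaving out 1 array, and the Got2 log2 fold change -0.00355 as a mean over its clusters. Centring moved array medians by at most 0.03. Signals near the RMA floor limit what weak genes can show. The cause of these changes was not tested, including that of the change in count between the sets of tested clusters.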

Other observations

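Several nutrient and defence genes outside the groups described above also differed, with the genes in this paragraph that passed doing so in the fit over clusters with 1 symbol. The ergothioneine and carnitine transporter Slc22a4 (-0.86), the adenosine deaminase Ada (-1.15), the folate enzyme Aldh1l1 (-0.94) and the nuclear body protein Sp100 (-0.82) fell, and Ret rose. All 5 are listed as changed by the study and are not independent evidence for their lists, none of which was called by camera. For iron, vitamin and cofactor absorption the adjusted p was 0.115, with 1 gene higher (the iron exporter Slc40a1, 0.63) and 2 lower (Slc22a4 and the vitamin carrier Slc5a6, -0.39) when adjusted over the list alone, and the list was called lower without control 2 (0.00608). For proximal regional genes it was 0.407, with Slc40a1 and Ada passing when adjusted over the list alone and a median (0.02) opposite in sign to the camera direction. Xenobiotic metabolism (adjusted p = 0.878, 1 gene when adjusted over the list alone), antigen presentation and interferon response (0.531, 1 gene) and enteric neurons and glia (0.409, 1 gene) each held 1 called gene, and xenobiotic metabolism was called lower without control 2 (0.0173). Distal regional genes were not called (0.524), while the ileal hormone Fgf15 (1.11) and Guca2a (0.33) passed when adjusted over the list alone. Brush border enzymes were not called (0.150), though they were called lower without mutant 3 (0.0189) and without control 3 (0.0269), with the phosphodiesterase Enpp3 at 0.47 and the vitamin B12 receptor gene Cubn at -0.54 (-0.33 without mutant 2).

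Among markers of other cells, adipocyte genes were not called (camera adjusted p = 0.394), and Scd1, a fatty acid desaturase, was the 1 that passed when adjusted over the list alone (-1.75). B and plasma cells (0.219), mast cells and granulocytes (0.324), blood and lymphatic endothelium (0.260), pancreatic acinar cells (0.841) and red blood cells (0.237, 3 genes used) were not called. The same held for the circadian clock (0.115), immediate early and heat shock genes (0.540) and the unfolded protein response (0.822), with the clock output gene Usp2 at -0.53. Of these, leaving out 1 array gave calls for B and plasma cells (higher without control 3, adjusted p = 0.0108), mast cells and granulocytes (lower without control 1, 0.0250) and the circadian clock (lower without mutant 3, 0.0195, and without control 2, 0.0155). In these lists limma called 0 members; Usp2 and the mast cell protease Mcpt1 (-0.92, with mutants below the background of 5.43) were among those with an unadjusted p under 0.05. Chosen after their values were seen, Reg1, a secreted protein of regenerating epithelium, stood at 11.46 in mutants and 8.99 in controls (2.47, SE 0.48, adjusted p = 0.106 over clusters with 1 symbol in limma). It stood at 8.84, 7.90 and 10.23 in controls 1, 2 and 3. The inducible nitric oxide synthase Nos2 stood at 8.04 against 6.61 (1.43, adjusted p = 0.119 in the same fit). Among clusters without a symbol, 17551165 differed by 4.12 (SE 0.67, adjusted p = 0.291 over all clusters), with controls at 6.09, 5.01 and 7.96, and 17550687 by 3.49 (adjusted p = 0.182).

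At the threshold the study states, the number of differentially expressed transcript clusters here was 5, and the number of called transcript clusters with exactly 1 gene symbol was 111 (109 genes), or 5 and 36 if its fold condition is read as log2. Among these counts only 111 is higher than the value quoted from the study above and the others are lower. The count over clusters with 1 or more symbols was also higher. For clusters with 1 symbol, leaving out 1 array gave 10 (without mutant 2) to 108 (without control 2), on both sides of that value. So the direction depends on the set tested, on that reading and on single arrays. For lipid homeostasis the GSEA here passed (NES -1.72) where that of the study did not. Without the genes listed by the study the score here did not pass either. Within 5 Mb of Hnf4a, 2 of 142 clusters with 1 symbol were called, R3hdml (chromosome 2, 163491439 to 163502621) higher and Ada (163726571 to 163750239) lower, against 108 of 23185 elsewhere (one-sided Fisher's exact p = 0.145).

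The tests of the liver-type genes by background, correlation and covariate, the covariate test of Oit1, Pm20d1 and Car4, and the goblet cell test were chosen only after the result was seen. Liver-type plasma protein genes were lower in the mutants by camera with the preset correlation, a call lost with an estimated correlation (adjusted p = 0.173) and by fry (0.0684). A candidate explanation is liver tissue in the control samples, which whole jejunum without sorting would not exclude. Hepatocyte markers differed by a median of -0.155 (bootstrap 95% interval over genes -0.323 to -0.0719). This interval and those that follow do not measure the spread between mice. The median was set against bounds for liver tissue. It was smaller than the bound set in advance against liver tissue, and the larger fall set in advance for liver tissue was not reached. However, 25 of 41 lay at or below the array background (5.43, the 95% point of 1105 olfactory receptor genes in controls). That cut is close to the array median of 5.54. The 25 markers also leaned lower, with 20 below 0 and a median of -0.153 (-0.298 to -0.0386). The other 16 had a median of -0.31 (-0.64 to 0.14), which spans the bound against liver tissue but does not reach that for it. Over the 11 markers at or above the array median it was -0.07 (-1.21 to 0.17), which spans both. Plasma genes at background still differed (-0.33, -0.53 to -0.18). The plasma genes deviated from their group means together with the markers (median r = 0.589 over 35 genes). Of 10000 random lists matched on level, 95% lay between -0.325 and 0.176. Those lists were drawn without regard to how genes vary together, whereas the plasma genes did so (estimated correlation 0.279). The range therefore does not show where another list of co-varying genes would lie. With the marker mean as a covariate the median difference of the plasma genes was -0.282 (-0.471 to -0.167) in place of -0.54. The difference of Alb was then -1.48 in place of -2.76 and that of Gip -0.67 in place of -0.97. Gip, a gut hormone gene, deviated with the markers (r = 0.887) about as closely as Ttr (0.871). Deviating with the markers and shrinking are thus not particular to liver genes. With the same covariate the difference of Ttr was -0.83 in place of -1.50, and that of Cyp2e1 -1.09 in place of -2.13. For Oit1 the difference with the covariate was -1.89, for Pm20d1 -2.23 and for Car4 -2.47. Because the difference of Alb also stayed well below 0, a difference that persists cannot exclude liver tissue, so this test did not decide the cause. The deviations of Oit1 and Car4 ran against those of the markers (r = -0.728 and -0.427), and those of Pm20d1 ran with them (0.619). For the plasma genes, liver tissue and an effect of genotype cannot be told apart, because most markers lay at background, their ratio to plasma genes in liver may differ between mice, and no liver array was analysed here.

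Single controls lay part of the way toward the mutants, control 3 for genes higher in them and control 2 for genes lower in them. On a scale from 0 (the other controls) to 1 (the mutants), the median position of control 3 was 0.322 over the 50 genes that were highest in the mutants when it was left out of the choice (95% interval 0.264 to 0.437, all 50 above 0), with 0.167 (0.0294 to 0.296) for control 2 and 0.0940 (-0.0634 to 0.168) for control 1 treated the same way. Mutant RNA mixed into this sample could give that, but it would place the 50 lowest genes alike, and these had a median position of 0.0675 (-0.0646 to 0.210), against 0.666 (0.453 to 0.756) for control 2 and -0.0365 for control 1. The 2 sets thus did not place control 3 alike. Control 2 also lay differently in the 2 sets, so unlike positions of 1 mouse say little about mixing. The prediction also takes signal as proportional to RNA, whereas weak signals are compressed. This test therefore cannot decide whether mixing gave the position of control 3 over the higher genes. The intervals are bootstrap intervals over the 50 genes of 1 array, which are not independent replicates. A difference between the mice in these genes stays open, as no test here bears on it.

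Goblet and tuft cell genes were higher in the mutants by camera with the preset correlation, and neither list was called with an estimated one (adjusted p = 0.162 for both). A lower share of absorptive cells could raise the markers of every other cell type alike. The goblet cell mean minus the lymphocyte mean differed by 0.544 (SE 0.0714) between groups, so these 2 lists did not move alike. This test cannot decide the question, because both list results were already known and a separate fall of lymphocyte genes would also give it. Fibroblast (mean 0.197), mesothelial (0.190) and macrophage (0.137) genes were higher too, while smooth muscle genes (-0.152) were lower. A change in the goblet and tuft cells themselves, in number or in transcript per cell, stays open as a hypothesis and was not tested in whole tissue.

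The 6 arrays can be split into groups of 3 in 10 ways, so the share of splits with a result as large cannot be under 0.05. The real split gave 5 called clusters and the highest other split 0, as limma called 0 in each of them, and for clusters with 1 symbol 111 against 0 (1 of 10 splits as large in both). Camera called 15 lists in the real split and at most 11 in the others (1 of 10). The size of the NES was 1.72 against at most 1.20 for lipid homeostasis (1 of 10), 0.914 against 1.74 for fat digestion (8 of 10) and 1.03 against 1.25 for lipid storage (4 of 10).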
